A study of Mus musculus with 45 samples.

How the data were processed

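The samples were primary MEFs of strain C57BL/6, WT or p53KO, starved of serum overnight and given IL-1b, TNF or LPS for 0, 0.5, 1, 3 or 8 h. RNA was selected by poly(A) and sequenced with paired ends. The deposited values are raw read counts per Ensembl gene, with 1 column for each of the 45 libraries, and the deposited gene length in bp equals the genomic span and was not used. The submitters' processing notes name STAR, featureCounts, DESeq and the mm9 genome build, without versions, and give neither the strand setting nor the annotation release. The file held 37991 genes and 5 further categories that name no gene. These categories were left out. They held 24.65% of the counts, with 18.81 to 23.6% per library in alignments that were not unique, 2.44 to 4.92% in no feature and 0.67 to 0.77% ambiguous. Reads from paralogs with like sequences fall partly among the alignments that were not unique. Symbols came from GENCODE M21 for 32919 IDs, and 5072 IDs stayed unnamed.

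Each library was checked before use. Gene counts totalled 5619870 to 15355994 per library, the 10 most abundant genes took 6.07 to 7.74% and mitochondrial genes 0.22 to 0.92%. No pair of libraries was identical. A chi-squared ratio per degree of freedom between 0 h libraries of one line lay at 1.35 to 3.79 (median 2.92, 9 pairs), where 1 would be counting error alone, and between the p53KO pairs of a group at 2.68 to 8.4 (median 4.26, 15 pairs). At 0 h the IL-1b and LPS pairs gave the lowest ratios (1.35, 1.54 and 1.71) and the pairs with TNF 2.71 to 3.79. The 0 h libraries were used separately because their counts differed, which does not show that they came from separate cultures. KO-1 and KO-2, which the titles also call replicates, were read as lines. The labels do not say whether they came from separate embryos, and if they were repeats of 1 line, the error of the genotype test is that between repeats alone. Over 9632 genes the deviations of KO-1 from its group mean correlated between the 15 groups with a median of 0.191 over 105 pairs of groups (-0.169 to 0.504, 73 over 0.1), so the line was also fitted as a block.

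Counts were analysed with R 4.3.3. Genes with at least 1 CPM in at least 2 libraries (13851) entered 1 edgeR 4.0.16 quasi-likelihood fit with a mean for each of 30 groups, TMM scaling (factors 0.889 to 1.072) and a trended dispersion. The fit had 15 residual and 9.75 prior degrees of freedom and a common biological coefficient of variation of 0.068. WT groups had 1 library each and were assumed to vary like the p53KO groups. Each time was tested against 0 h of its own series in p53KO. Differences between genotypes in induction, and between pairs of stimuli in p53KO, were F tests over the 4 times. Genotypes were compared on counts summed over the 15 libraries of each line, with 1 WT and 2 p53KO lines, 1 residual degree of freedom and 12918 genes with at least 1 CPM in at least 1 line. Benjamini-Hochberg adjustment was made within each contrast, and calls needed an adjusted p under 0.05. Log2 CPM used a prior count of 2. A gene with 0 counts in both 0 h libraries was given a lower bound against a floor of 3 counts over both together. With 1 to 3 counts it was given a ratio with a 95% interval of counting error alone.

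Gene lists written before the data were examined covered NF-kB feedback, chemokine, cytokine, interferon-stimulated, immediate early, effector, antigen presentation, receptor, p53 target, cell cycle and fibroblast genes, and markers of macrophage, endothelial, epithelial, muscle, neural and erythroid cells. No erythroid marker passed the filter, so that list was not tested. Lists were tested with camera (limma 3.58.1) with a preset correlation of 0.01 between genes and again with an estimated one, with Benjamini-Hochberg adjustment over lists within a contrast. Some lists lost a call although their estimated correlation was under the preset one. A call lost in the second setting is therefore not by itself a sign of correlated genes. Concordance was the Pearson r across the genes of the first 6 lists between lines. The named genes followed a rule also written before the data were examined. It took the largest rises and falls per stimulus and time with the same direction in both lines, up to 4 members of each list with the smallest adjusted p, the 8 genes per stimulus with the smallest adjusted p for the genotype difference in induction, the genes with the smallest adjusted p between stimuli, and the 10 highest and 10 lowest genotype differences.

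Alternatives were DESeq2 1.42.0 as size factors and as a test, other filters, prior counts and correlations, the line as a block, p53KO libraries alone, pooled 0 h libraries, 0 h libraries alone, a genotype fit on libraries, and leaving out each p53KO library. Added later were offsets that removed a trend of each library on transcript length and GC content, fitted robustly (MASS 7.3.60.0.1) to genes over a mean log2 CPM of 3, and thinning to the smallest library. Transcript values were at hand for 97.8% of genes. The tests were tested on simulated data with 50 genes changed by 1.5-fold, 2-fold, 4-fold or 8-fold. The induction test, simulated for 3 h of LPS in p53KO alone, recovered 80%, 98%, 100% and 100%. The test of differences in induction between genotypes, simulated for LPS alone, recovered 30%, 82%, 98% and 100%. The test between stimuli, simulated for LPS and TNF, recovered 58%, 94%, 100% and 100%, and the genotype test 90%, 100%, 100% and 100%. In this order, the tests made 7, 10, 1 and 8 false calls. The pair IL-1b and TNF, with no changed gene, gave 0 calls.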

Results

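RNA-seq read counts per gene covered 45 libraries of primary mouse embryonic fibroblasts (MEFs), connective tissue cells grown from embryos. The cells were wild type (WT) or lacked p53 (p53KO), a transcription factor that halts or kills cells after DNA damage. They were given interleukin-1 beta (IL-1b, 10 ng/ml) or tumour necrosis factor (TNF, 10 ng/ml), both inflammatory cytokines, or lipopolysaccharide (LPS, 100 ng/ml), a component of the outer membrane of bacteria. Each stimulus had its own libraries at 0, 0.5, 1, 3 and 8 h. The WT groups held 1 library each, so WT values carry no error, and the p53KO groups held 2, 1 from each of the lines KO-1 and KO-2. Gene counts per library totalled 5619870 to 15355994 (median 9347770), and 16264 to 17941 genes had a count in each. Levels are in CPM, which are counts scaled to the size of each library, and group levels are means with the SD of the p53KO libraries (n = 2).

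Trp53, the gene of p53 (ENSMUSG00000059552, chromosome 11, 69393861 to 69405375 on mm9), stood at 158 to 293 CPM in the 15 WT libraries, with a median of 198. In KO-1 it stood at 50.9 to 86.6 CPM (median 65.4, 15 libraries), and in KO-2 at 53.9 to 83.2 CPM (median 61.9, 15 libraries). From the totals of each line, Trp53 was lower in p53KO by a log2 difference of -1.64 (SE 0.05, adjusted p = 1.63e-06 by edgeR's quasi-likelihood test). The files do not say which part of the gene was deleted, and counts per gene do not separate its exons.

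The first comparison asked which genes each stimulus changed in p53KO MEFs over time. Within 0.5 h, immediate early genes, whose transcription needs no new protein, rose after each stimulus. Egr1 (ENSMUSG00000038418, chromosome 18, 35019477 to 35024638), a transcription factor of this class, rose from 204 ± 11.5 to 1500 ± 12.6 CPM after IL-1b, from 186 ± 6.56 to 1450 ± 121 CPM after TNF, and from 196 ± 14.4 to 1260 ± 186 CPM after LPS. Zfp36, whose protein destabilises cytokine messages, rose by a log2 of 3.67 (SE 0.13, adjusted p = 2.22e-16) after IL-1b and of 3.78 (SE 0.14) after TNF. Of the 34 listed immediate early genes, 26 rose after IL-1b, 25 after TNF and 21 after LPS, where 1 fell. Adjusted over the list alone, 28, 30 and 27 rose, and camera gave adjusted p = 4.2e-60, 7.06e-140 and 8.65e-123. At 0.5 h of IL-1b the macrophage markers also passed camera (adjusted p = 0.0125), a call lost with adjusted p = 0.508 with an estimated correlation. Both p53KO libraries of that time stood apart by transcript length. The Spearman rho with length of the level, relative to the mean of its line, was -0.42 and -0.60.

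Chemokine genes rose at 0.5 h too, 7 of 22 after IL-1b, 8 after TNF and 4 after LPS (8, 8 and 6 adjusted over the list alone, camera adjusted p = 3.66e-08, 6.33e-11 and 2.3e-07). Cxcl2 (ENSMUSG00000058427, chromosome 5, 91332897 to 91334935), which attracts neutrophils, rose from 0.464 ± 0.284 to 16.3 ± 2.32 CPM at 0.5 h and 87.3 ± 22.3 CPM at 1 h of IL-1b. Nfkbia (ENSMUSG00000021025, chromosome 12, 56590398 to 56593634), the gene of an inhibitor of NF-kB, rose at 0.5 h by a log2 of 3.65 (SE 0.13) after IL-1b, 3.56 (SE 0.13) after TNF and 0.86 (SE 0.13, adjusted p = 0.000274) after LPS. At 1 h, 14 of 24 listed NF-kB genes had risen after IL-1b, 14 after TNF and 6 after LPS, where 1 fell. Adjusted over the list alone these were 18, 15 and 10. Camera gave adjusted p = 2.4e-26, 8.6e-20 and 6.75e-08, and the LPS call was lost, with adjusted p = 0.0885 with an estimated correlation. Egr4, a transcription factor with no count at 0 h, was at least 112-fold higher at 1 h of IL-1b, 61.3-fold of TNF and 40.7-fold of LPS.

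At 3 h, genes of secreted inflammatory proteins rose after all 3 stimuli. Ccl2 (ENSMUSG00000035385, chromosome 11, 81849073 to 81850955), which attracts monocytes, rose from 30.4 ± 0.738 to 1510 ± 191 CPM after IL-1b, from 27.6 ± 0.583 to 1140 ± 64.8 CPM after TNF and from 31.3 ± 3.2 to 2070 ± 97 CPM after LPS. Il6 (ENSMUSG00000025746, chromosome 5, 30339701 to 30346508), an inflammatory cytokine, rose from 2.05 ± 0.163 to 122 ± 3.16 CPM, from 1.56 ± 0.118 to 20.1 ± 1.46 CPM and from 1.92 ± 0.271 to 181 ± 26.3 CPM in the same order. Of 22 chemokine genes, 17, 17 and 18 rose and 1 fell after each stimulus. Of 25 cytokine genes 19, 19 and 22 rose, of 24 NF-kB genes 21, 21 and 22, and of 25 effector genes, such as Ptgs2 for prostaglandin synthesis and Vcam1 for leukocyte adhesion, 24, 22 and 24. Adjusted over the list alone, 17, 18 and 19 chemokine, 20, 19 and 24 cytokine, 21, 21 and 23 NF-kB and 24, 23 and 24 effector genes rose. Camera gave adjusted p = 3.34e-10 or less for each of these lists, and 0.00689 or less with an estimated correlation. Of the immediate early genes, 27, 28 and 26 were higher than at 0 h and 1 was lower after IL-1b (adjusted over the list alone, the same numbers). The largest camera value was adjusted p = 5.56e-14, and with an estimated correlation it was adjusted p = 0.0223.

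The largest rises at 3 h began near 0 counts. After LPS, Il12b and Nos2, which encode an interleukin-12 subunit and the inducible nitric oxide synthase, were at least 229-fold and 202-fold higher. Acod1, the itaconate-producing enzyme, was 2300-fold higher (95% counting interval 636 to 19000) and Il1b 998-fold higher (276 to 8250). After IL-1b, the serpin gene Serpina3f was at least 104-fold higher, Csf3, which drives neutrophil production, was 385-fold higher (68.6 to 15300), and Ccl20 rose by a log2 of 7.45 (SE 0.22). After TNF, Acod1 rose by 6.80 (SE 0.42), Cxcl2 by 6.64 (SE 0.50) and Ccl20 by 6.25 (SE 0.24) on the log2 scale. The largest falls included Bmf, a pro-apoptotic gene, with a log2 of -3.20 (SE 0.38) after IL-1b and -3.45 (SE 0.42) after LPS. Tox fell by 2.80 (SE 0.30) after IL-1b and by 2.64 (SE 0.30) after TNF, and Dbp, a circadian transcription factor, fell from 6.2 ± 0.802 to 0.503 ± 0.0585 CPM after TNF (adjusted p = 3.51e-06).

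LPS raised every measured interferon-stimulated and antigen presentation gene at 3 h. Ifit1 (ENSMUSG00000034459, chromosome 19, 34715361 to 34724499), an antiviral RNA-binding protein, rose from 11.4 ± 2.1 to 625 ± 56.3 CPM. Cxcl10 (ENSMUSG00000034855, chromosome 5, 92775664 to 92777915), a chemokine for T cells counted in the chemokine list, rose from 10.7 ± 0.397 to 1560 ± 147 CPM. All 37 interferon-stimulated genes rose (37 adjusted over the list alone, median log2 3.10, camera adjusted p = 4.54e-36), as did all 14 antigen presentation genes (14 adjusted over the list alone, median log2 1.34, adjusted p = 5.51e-13). After IL-1b and TNF, 13 interferon-stimulated genes rose each (13 adjusted over the list alone), while 3 fell after IL-1b and 1 after TNF. Those camera calls (adjusted p = 0.0305 and 0.0112) were lost, with adjusted p = 0.619 and 0.557 with an estimated correlation. Of the antigen presentation genes, 9 rose after IL-1b and 7 after TNF (9 and 7 adjusted over the list alone), with camera adjusted p = 0.00431 and 0.0103. With an estimated correlation these were adjusted p = 0.149 and 0.203.

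Cell cycle genes moved the other way at 3 h. Of 33, 19 fell after IL-1b, 15 after TNF and 19 after LPS (19, 15 and 21 adjusted over the list alone), and 3, 2 and 3 rose. Bub1b, a mitotic checkpoint kinase, had log2 changes of -0.74 (SE 0.09), -0.68 (SE 0.09) and -0.81 (SE 0.09). Camera gave adjusted p = 0.000801, 0.000775 and 7.06e-05, and the calls were lost, with adjusted p = 0.549, 0.546 and 0.399 with an estimated correlation. Of 26 receptor and adaptor genes, 13, 9 and 16 rose and 3, 4 and 4 fell (14, 10 and 16 rose adjusted over the list alone). Il1r1, the IL-1 receptor, rose by a log2 of 1.76 (SE 0.09) after IL-1b. The receptor list passed camera with adjusted p = 0.00494, 0.0206 and 8.13e-06, and the TNF call was lost, with adjusted p = 0.0566 with an estimated correlation. That correlation was 0.00818, under the preset 0.01, so a higher correlation between its genes was not what lost the call. Of 40 p53 target genes, 9, 8 and 8 rose and 12, 9 and 12 fell (the same numbers adjusted over the list alone), with no list call (camera adjusted p = 0.897, 0.921 and 0.744). Fas, a death receptor, rose by a log2 of 2.90 (SE 0.21) after IL-1b and 3.67 (SE 0.21) after LPS.

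Markers of other cell types were measured beside these groups at 3 h. Of 7 epithelial markers, 5 rose after IL-1b, 3 after TNF and 5 after LPS (5, 3 and 5 adjusted over the list alone), among them the keratin gene Krt18 with log2 0.60 (SE 0.13), 0.48 (SE 0.14) and 0.73 (SE 0.13). Camera gave adjusted p = 0.0209, 0.159 and 0.0237, and the IL-1b and LPS calls were lost, with adjusted p = 0.169 for both with an estimated correlation. Of 25 fibroblast and matrix genes, 8, 6 and 9 rose and 1 fell each (the same numbers adjusted over the list alone). For that list camera gave adjusted p = 0.0738, 0.192 and 0.0347, and the LPS call was lost, with adjusted p = 0.505 with an estimated correlation. Of 15 macrophage markers 2, 1 and 3 rose, of 6 endothelial 1, 0 and 0, of 5 muscle 1, 1 and 1, and of 7 neural none, while 1, 0 and 2 neural markers fell. Adjusted over the list alone these were 2, 1 and 3 macrophage, 0, 0 and 0 endothelial and 1, 0 and 1 muscle markers, and 1, 0 and 0 neural markers that fell. None of these 4 lists passed camera at 3 h. With the line as a replicate block, the macrophage markers (adjusted p = 0.0222, from 0.0626) and the fibroblast and matrix genes (0.0213) passed at 3 h of IL-1b. In the fit without the block, camera gave them adjusted p = 0.656 and 0.619 with an estimated correlation.

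By 8 h, interferon-stimulated and antigen presentation genes had reached higher levels after LPS. Tap1 (ENSMUSG00000037321, chromosome 17, 34324498 to 34334170), a peptide transporter for MHC class I, rose from 4.76 ± 1.13 to 171 ± 8.18 CPM. The medians of the lists were log2 4.92 for 37 of 37 interferon-stimulated genes (camera adjusted p = 2.19e-62) and 3.06 for 14 of 14 antigen presentation genes (2.26e-30), each also complete adjusted over the list alone. After TNF, 24 interferon-stimulated genes had risen at 8 h (24 adjusted over the list alone, adjusted p = 6.81e-12), and 18 after IL-1b (21 adjusted over the list alone, adjusted p = 2.15e-08). Both calls were lost, with adjusted p = 0.059 and 0.137 with an estimated correlation. Nos2 was at least 348-fold higher after LPS, and Saa3, an acute phase gene, was 448-fold higher (124 to 3700) after IL-1b. Egr1 had fallen below its 0 h level, to 29.9 ± 2.14 CPM after IL-1b and 32.1 ± 2.28 CPM after LPS. Lgr5 fell by a log2 of 2.98 (SE 0.39) after IL-1b, P2ry12, a purine receptor, by 3.59 (SE 0.59) after LPS and Vstm4 by 3.23 (SE 0.38) after TNF.

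**Figure D1:**
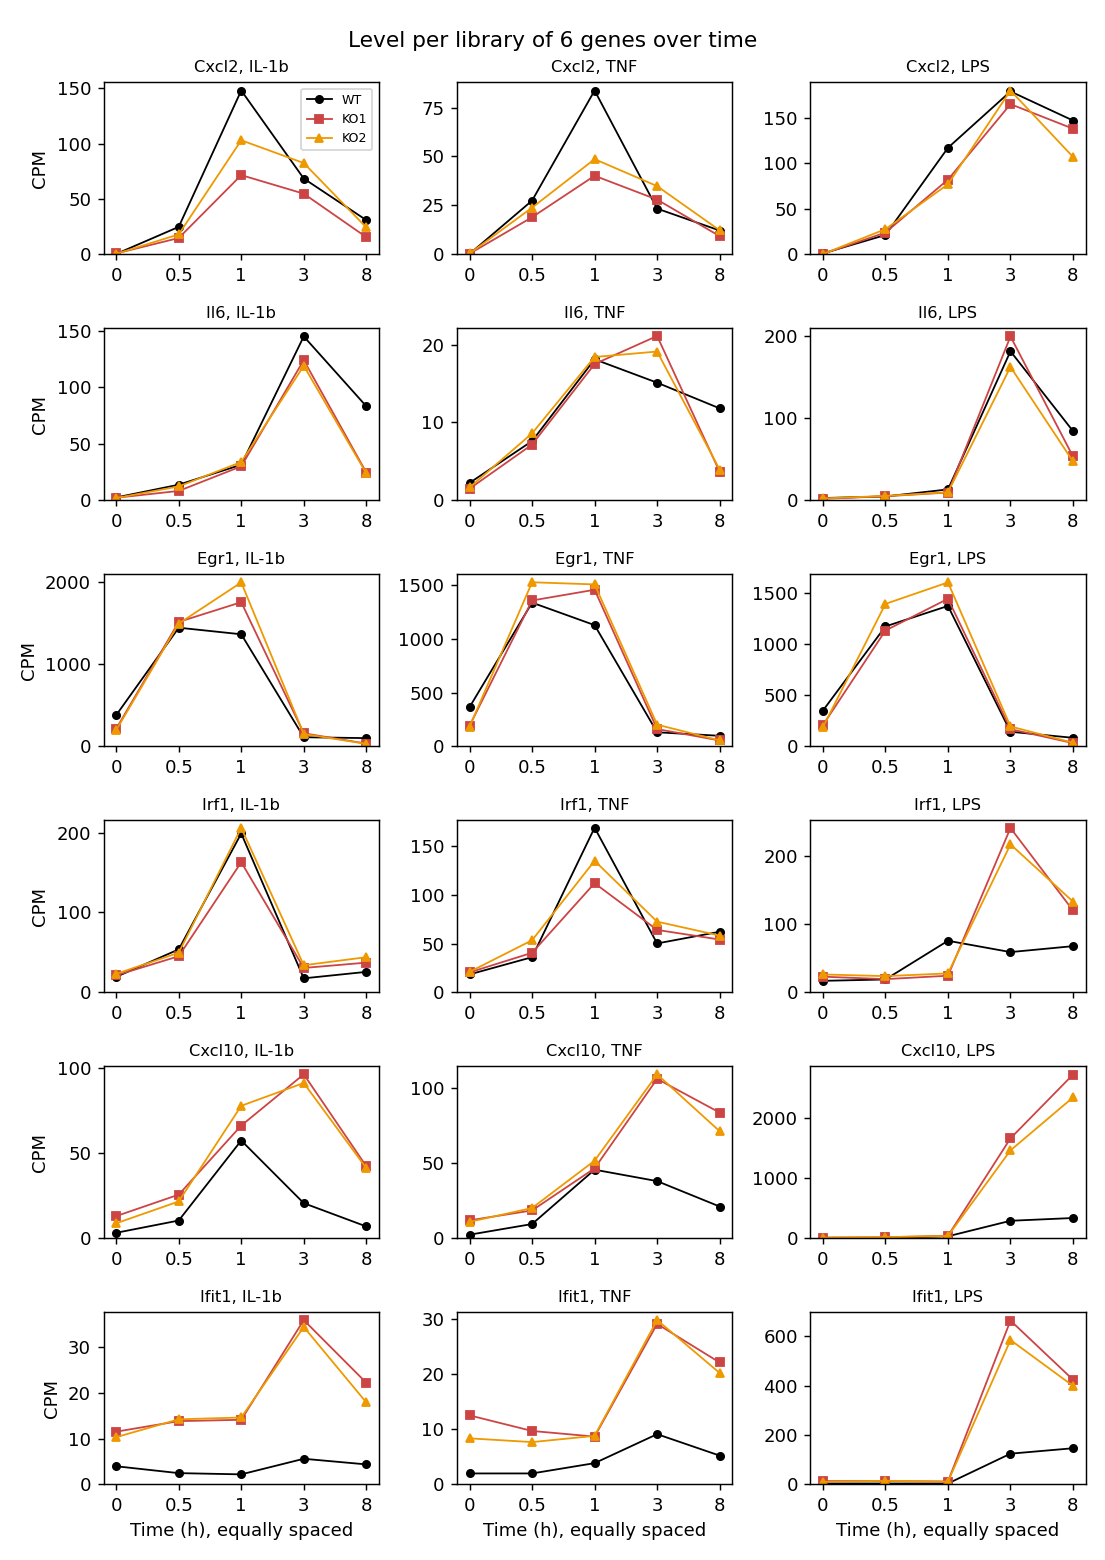
Level (CPM) in each library of Cxcl2, Il6, Egr1, Irf1, Cxcl10 and Ifit1 against time after the stimulus (h, equally spaced), with 1 panel per gene and stimulus. Black circles are WT, red squares KO-1 and orange triangles KO-2; after LPS, Cxcl10 reached 336 CPM in WT and a mean of 2530 CPM in p53KO at 8 h.

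Over the 13851 genes tested in p53KO, the numbers of genes higher and lower than at 0 h were 365 and 659, 385 and 438, 2904 and 3012, and 1736 and 1639 at 0.5, 1, 3 and 8 h of IL-1b. For TNF they were 84 and 20, 422 and 388, 2545 and 2437, and 2003 and 1957, and for LPS 60 and 13, 387 and 349, 3040 and 3062, and 2350 and 2382. At 3 h, 1932 genes were higher and 1809 lower after all 3 stimuli, whose 0 h libraries may not be independent. Without untreated libraries at 3 h, these shared changes may include some with time alone. Of the genes changed at least 2-fold at 3 h, the WT library moved the same way for 571 of 595 higher and 563 of 614 lower genes after IL-1b. It did so for 520 of 549 and 405 of 440 after TNF, and for 820 of 856 and 639 of 688 after LPS. Level, taken relative to the mean of its line, was set against transcript length. The p53KO IL-1b 0.5 h libraries stood apart (Spearman rho across 9561 genes of -0.42 in KO-1 and -0.60 in KO-2). Genes are not independent replicates. The IL-1b 0.5 h total of 1024 became 653 and 221 without p53KO IL-1b 0.5 h replicate 1 or 2, 164 and 580 without 0 h replicate 1 or 2, 429 with the length and GC trend of each library removed, and 1537 with the line as a replicate block. The IL-1b totals became 485 at 1 h without 0 h replicate 1, 518 and 476 without 1 h replicate 1 or 2, and at 8 h 2021 without 0 h replicate 2 and 2166 without 8 h replicate 1. For LPS the 1 h total became 432 and 448 without 0 h replicate 1 or 2 and 390 and 446 without 1 h replicate 1 or 2. For TNF it became 487 and 506 at 1 h without 0 h replicate 1 or 2, 516 without 1 h replicate 1, and at 8 h 2339 without 0 h replicate 2 and 2116 without 8 h replicate 1.

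**Figure D2:**
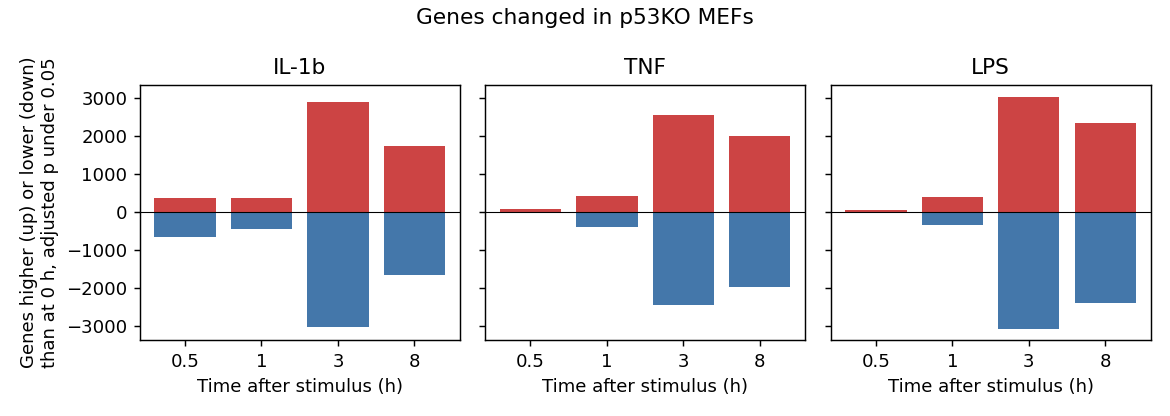
Number of genes higher (red, upward) or lower (blue, downward) than at 0 h in p53KO MEFs, with adjusted p under 0.05, against time after IL-1b, TNF or LPS (h). The counts were highest at 3 h for each stimulus, with 3040 genes higher and 3062 lower after LPS.

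The second comparison asked where the stimuli differed from each other in p53KO. LPS exceeded both cytokines for interferon-stimulated genes. In that list, Ifit1 differed at 3 h by a log2 of 4.29 (SE 0.21) from TNF and 4.10 (SE 0.19) from IL-1b. Cxcl10, counted in the chemokine list, stood at 3 h at 1560 ± 147 CPM after LPS, 107 ± 2.05 CPM after TNF and 93.7 ± 3.57 CPM after IL-1b. Its change was larger for LPS than for TNF by a log2 of 3.95 (SE 0.21, adjusted p over the 4 times = 1.78e-18). At 3 h, 33 of 37 interferon-stimulated genes had a larger change with LPS than with TNF, and 33 than with IL-1b (36 and 36 adjusted over the list alone), with camera adjusted p = 3.51e-119 and 2.24e-139. Of 14 antigen presentation genes, 11 and 10 did (13 and 13 adjusted over the list alone, adjusted p = 4.1e-29 and 5.55e-31). Irf1 (ENSMUSG00000018899, chromosome 11, 53583516 to 53591876), a transcription factor of interferon responses, changed less after LPS than after IL-1b at 1 h (log2 -2.98, SE 0.21) and more at 3 h (2.69, SE 0.20).

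Chemokine, cytokine and effector genes also differed at 3 h. Of 22 chemokine genes, 7 had a larger change with LPS than with TNF and 6 than with IL-1b (9 and 6 adjusted over the list alone, camera adjusted p = 1.55e-16 and 8.24e-13). The macrophage inflammatory protein gene Ccl3 differed by a log2 of 4.28 (SE 0.40) from TNF. Of 25 cytokine genes 4 and 2 did (7 and 2 adjusted over the list alone, adjusted p = 2.46e-14 and 5.18e-06), and of 25 effector genes 7 and 2 (10 and 4 adjusted over the list alone, adjusted p = 1.71e-15 and 3.69e-06). Against IL-1b these calls were lost, with adjusted p = 0.052 and 0.0948 with an estimated correlation. Of 24 NF-kB genes, 2 and 2 did (7 and 8 adjusted over the list alone, where 2 were also smaller than with IL-1b, adjusted p = 4.55e-08 and 1.02e-05), and both calls were lost, with adjusted p = 0.0602 and 0.149 with an estimated correlation. Of 26 receptor and adaptor genes, 6 and 4 had a larger change with LPS than with TNF and IL-1b (8 and 5 adjusted over the list alone, adjusted p = 4.91e-10 and 4.76e-07). With the line as a replicate block, fibroblast and matrix genes (adjusted p = 0.0055, from 0.0804) also passed, with a higher change for LPS than for TNF. Cell cycle genes (0.0279, from 0.0563) passed the other way, with a lower change for LPS than for TNF. Macrophage markers (0.0479, from 0.0895) passed with a lower change for LPS than for IL-1b. In the fit without the block, camera gave these lists adjusted p = 0.64, 0.721 and 0.812 with an estimated correlation. In all, 712 genes differed between LPS and TNF, with the largest difference higher for LPS in 534 and lower in 178. Between LPS and IL-1b 957 differed, 741 higher and 216 lower.

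IL-1b and TNF differed in fewer genes. At 3 h Il6 had a change larger for IL-1b by a log2 of 2.20 (SE 0.40), and Cebpd, a transcription factor of the acute phase response, by 1.81 (SE 0.22, adjusted p over the 4 times = 8.53e-08 for both). Nfkbiz, a nuclear NF-kB cofactor, differed by 2.04 (SE 0.19), and Zc3h12a, an RNase that degrades cytokine messages, by 2.94 (SE 0.34). Of 24 NF-kB genes, 2 had a larger change with IL-1b (2 larger and 2 smaller adjusted over the list alone). Their median log2 difference was -0.05, with no camera call (adjusted p = 0.511). Of 25 cytokine genes 1 had a larger change with IL-1b (3 adjusted over the list alone), and of 25 effector genes 1 (4 adjusted over the list alone, where 1 was also smaller). Camera gave adjusted p = 6.67e-05 and 2.38e-05, and both calls were lost, with adjusted p = 0.289 for each with an estimated correlation. With the line as a replicate block, chemokines (adjusted p = 0.0218, from 0.198) and macrophage markers (0.0335, from 0.153) passed between IL-1b and TNF as well. In the fit without the block, camera gave these lists adjusted p = 0.738 and 0.902 with an estimated correlation. In all 197 genes differed, 73 with the largest difference higher for IL-1b and 124 lower, and 97 without the 0.5 h libraries. The total became 477 with the line as a block, 100 and 131 without p53KO IL-1b 0.5 h or 8 h replicate 2, 122 and 109 without TNF 0.5 h replicate 1 or 2, and 117 without TNF 8 h replicate 1.

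The third comparison asked whether induction differed between p53KO and WT, which the labels give as the purpose of the experiment. Several genes differed at 3 h or later. At 3 h of IL-1b, Nab2 (ENSMUSG00000025402, chromosome 10, 127097974 to 127105624), a repressor of Egr1 activity, went from 167 to 99.1 CPM in WT and from 137 ± 4.49 to 168 ± 2.7 CPM in p53KO. Its change was larger in p53KO by a log2 of 1.04 (SE 0.11, adjusted p over the 4 times = 3.7e-06) for IL-1b, 1.07 (SE 0.11, 5.02e-06) for TNF and 1.29 (SE 0.11, 2.89e-08) for LPS. Egr1 differed at 3 h by 1.38 (SE 0.19), 1.44 (SE 0.19) and 1.18 (SE 0.19) in the same order. At 8 h of LPS, Il1rn, an antagonist of IL-1 receptors, went from 78.1 to 154 CPM in WT and from 26.3 ± 1.82 to 206 ± 0.761 CPM in p53KO (difference 1.99, SE 0.16, adjusted p = 2.59e-08). Tap1 went from 7.49 to 63.6 CPM in WT, and differed by 2.09 (SE 0.31). Psrc1, a p53 target, had a log2 change of -2.37 in p53KO and 0.21 in WT at 3 h of TNF, a difference of -2.58 (SE 0.26, adjusted p = 2.14e-05).

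Among the fixed lists, 23 of 34 immediate early genes differed between genotypes for IL-1b, 9 for TNF and 12 for LPS (30, 20 and 25 adjusted over the list alone). For LPS, 13 of 14 antigen presentation genes differed (14 adjusted over the list alone) and 9 of 37 interferon-stimulated genes (14). For IL-1b and TNF, 0 genes of either list differed (0 adjusted over the list alone). Of 25 cytokine genes 9, 4 and 6 differed, of 25 effector genes 4, 1 and 7, of 24 NF-kB genes 6, 3 and 4, and of 22 chemokine genes 2, 1 and 5. Adjusted over the list alone these were 15, 8 and 10 cytokine, 7, 7 and 8 effector, 9, 3 and 6 NF-kB and 3, 4 and 6 chemokine genes. Of 40 p53 targets 8, 4 and 7 differed (11, 10 and 12 adjusted over the list alone). In all, 795 genes differed for IL-1b, 64 for TNF and 368 for LPS. They held 12.7%, 2.6% and 9.7% of the genes that responded at least 2-fold in p53KO. With the length and GC trend removed the totals were 703, 112 and 555, and without a filter 1397, 302 and 730. With the trend removed and the line as a block they were 1352, 416 and 1070. By time, the IL-1b changes were larger in p53KO for 403 genes and smaller for 64 at 3 h, where the WT library stood apart by transcript length (rho -0.49), and for 255 and 79 with the length and GC trend removed. Each WT group was 1 library assumed to vary like the p53KO libraries, so a deviation of that library counts as a difference. The IL-1b total became 47 without 3 h and 412 without p53KO IL-1b 3 h replicate 2, and the totals became 1360, 174 and 710 with the line as a block.

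At 1 h of LPS, the log2 change was lower in p53KO than in WT for 18 genes and higher for 1, Egr1 (log2 0.98, SE 0.18). The counts became 22 lower and 1 higher with the length and GC trend removed, and 26 and 3 with the line as a block. They became 44 and 6 with both, 64 and 8 without a filter, and 14 and 1 after thinning. Irf1 went from 16.7 to 75.5 CPM in WT and from 24.4 ± 2.3 to 25.9 ± 2.38 CPM in p53KO, a difference of -2.09 (SE 0.27, adjusted p at 1 h = 0.000119). By 3 h Irf1 stood at 58.9 CPM in WT and 229 ± 16.9 CPM in p53KO. Klf10, a transcription factor induced by TGF-beta, went from 25.3 to 191 CPM in WT and from 35 ± 2.05 to 51.9 ± 4.34 CPM in p53KO (difference -2.35, SE 0.19, adjusted p = 9.63e-08). Cxcl10 differed by -2.28 (SE 0.38, adjusted p = 0.00499). At 0 h Cxcl10 was already higher in p53KO than in WT, so this smaller change does not by itself mean a lower level at 1 h. Nfkbia and Bcl3, a cofactor of NF-kB, which were chosen after their values were seen, differed by -1.20 (SE 0.22, adjusted p = 0.0132) and -1.78 (SE 0.31, adjusted p = 0.00757). Nfkbia went from 22.7 to 373 CPM in WT and from 23.3 ± 1.9 to 167 ± 25.7 CPM in p53KO. At 3 h of LPS the change was higher in p53KO for 81 genes and lower for 34, and at 8 h higher for 98 and lower for 31. At 3 h these counts became 139 and 70 with the length and GC trend removed, 189 and 70 with the line as a block, and 49 and 20 after thinning. At 8 h they became 140 and 49, 174 and 74, and 61 and 15 in the same order. At 1 h of IL-1b, the change in p53KO was lower for 7 genes and higher for 5, and at 1 h of TNF lower for 8 and higher for 2. The IL-1b counts became 18 lower and 6 higher with the length and GC trend removed, and 14 and 8 with the line as a block. The TNF counts became 10 and 5, and 10 and 9, in the same order.

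Across the 167 measured genes of the 6 inflammatory lists, the log2 changes of KO-1 and KO-2 correlated with a median Pearson r of 0.945 over the 12 stimulus and time pairs (0.888 to 0.978). The changes of WT correlated with those of KO-1 with a median r of 0.880 (0.841 to 0.926) and with those of KO-2 of 0.883 (0.819 to 0.93). These are correlations across genes, which are not independent replicates, and no test was run on them. Over all genes past the filter the medians were 0.647, 0.573 and 0.584.

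The last comparison set p53KO against WT over all times. Known targets of p53 were lower in p53KO. Cdkn1a (ENSMUSG00000023067, chromosome 17, 29227924 to 29237667), which encodes the cell cycle inhibitor p21, stood at 448 CPM in WT, 34.2 in KO-1 and 38.3 in KO-2 (log2 -3.63, SE 0.07, adjusted p = 3.17e-07). Ccng1, a cyclin, stood at 654, 84.0 and 84.4 CPM, Psrc1 at 59.4, 6.31 and 6.13 CPM, and Eda2r, a death receptor of the TNF receptor family, at 66.2, 1.56 and 2.13 CPM. Of 39 measured p53 targets, 32 were lower and 1 higher (the same numbers adjusted over the list alone, median log2 -1.18, camera adjusted p = 2.08e-20). With 1 residual degree of freedom, camera with an estimated correlation was a weak test. No list of this comparison passed it (adjusted p = 0.588 with an estimated correlation here). The interferon-stimulated list did not pass although its estimated correlation (-0.027) was under the preset 0.01. The same held for the cytokine (-0.0362) and receptor (-0.04) lists, which had passed with the preset correlation. For these lists a higher correlation was not what lost the call. All list calls of this comparison rest on the preset setting alone. Ano3, with the largest difference, stood at 10.9, 0.0129 and 0.0135 CPM.

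**Figure D3:**
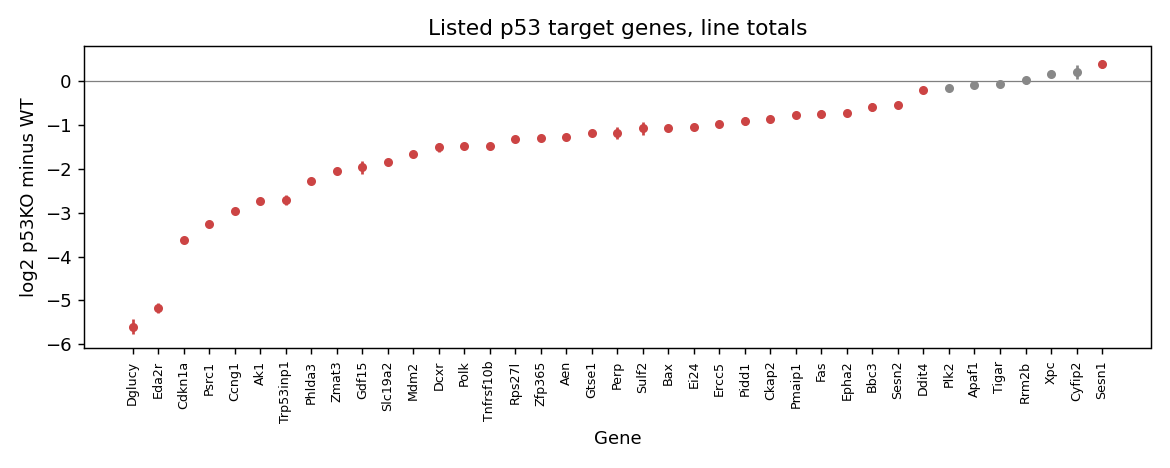
Log2 difference between p53KO and WT for the 39 measured p53 target genes, from the totals of each line, with genes on the horizontal axis and bars of 1 SE. Red points passed the test (adjusted p under 0.05) and grey points did not; 32 genes were lower and 1 higher.

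Interferon-stimulated genes were higher in p53KO, in 36 of 37 cases (36 adjusted over the list alone, median log2 1.34, camera adjusted p = 2.17e-22, and adjusted p = 0.588 with an estimated correlation in that weak test). Over all times, LPS included, Ifit1 stood at 20.7 CPM in WT, 73.9 in KO-1 and 71.5 in KO-2. Cxcl10, counted in the chemokine list, stood at 56.9, 290 and 274 CPM. From the 0 h libraries alone the log2 differences of Cxcl10 and Ifit1 were 2.15 and 1.78, beside 2.31 and 1.81 over all times. Xaf1, a pro-apoptotic interferon target, had a log2 difference of 2.60 (SE 0.08). Of 14 antigen presentation genes 11 were higher (11 adjusted over the list alone, adjusted p = 0.000142, and adjusted p = 0.588 with an estimated correlation), with H2-Q4 at log2 1.16 (SE 0.07), although Psmb10 (log2 0.55, SE 0.06) was at -0.05 from the 0 h libraries alone. Lower in p53KO were 15 of 24 cytokine genes (5 higher), 13 of 24 NF-kB genes (2 higher), 19 of 33 immediate early genes (4 higher) and 13 of 25 effector genes (3 higher). Adjusted over the list alone 16, 15, 22 and 15 were lower, and camera gave adjusted p = 0.000121, 0.000563, 0.00041 and 0.000629. The weak test gave adjusted p = 0.596 with an estimated correlation for the immediate early genes and 0.588 for the other lists. Csf1, a macrophage growth factor, had a log2 of -1.22 (SE 0.06), Ptgs2 of -1.16 (SE 0.06) and Il1rl1, the IL-33 receptor, of -1.68 (SE 0.07). Of 26 receptor genes 9 were lower and 2 higher (9 and 2 adjusted over the list alone, adjusted p = 0.0194, and adjusted p = 0.588 with an estimated correlation). Chemokines (12 of 21 lower, 7 higher, the same numbers adjusted over the list alone) and cell cycle genes (3 of 33 lower, 7 higher, or 3 and 6 adjusted over the list alone) gave adjusted p = 0.155 and 0.126.

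Markers of cell identity differed too. S100a4, a fibroblast marker, stood at 530 CPM in WT, 52.7 in KO-1 and 55.4 in KO-2, and 11 of 25 fibroblast and matrix genes were lower and 3 higher (12 and 3 adjusted over the list alone, camera adjusted p = 0.0194, and adjusted p = 0.69 with an estimated correlation). Krt18 stood at 5.19, 23.3 and 22.1 CPM, with 3 of 5 epithelial markers higher and 1 lower (the same numbers adjusted over the list alone, adjusted p = 0.0376, and adjusted p = 0.588 with an estimated correlation). The muscle marker Des had a log2 of 1.73 (SE 0.07) and Acta1 of -2.09 (SE 0.16), with 4 of 5 muscle markers higher and 1 lower (adjusted p = 0.0797). The glial gene Sox10 had a log2 of -3.20 (SE 0.23), with 2 of 7 neural markers lower and 2 higher (adjusted p = 0.462). Of 5 endothelial markers 2 were higher, and of 14 macrophage markers 1 was higher and 3 lower (2 adjusted over the list alone), with adjusted p = 0.488 and 0.476. In all, 2728 of 12918 genes were higher and 2485 lower, and 3331 in total differed in the 0 h libraries alone. At least 2-fold apart were 827 genes between WT and the mean of KO-1 and KO-2, against 17 between KO-1 and KO-2. The labels do not say whether KO-1 and KO-2 came from separate embryos, and WT was 1 line, so the genotype was not separable from other differences between that line and KO-1 and KO-2.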

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

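Of the tests in this part, that of the LPS receptor and adaptor genes, the thinning and the removal of a trend on transcript length and GC were chosen after the results were seen. The genes named first are the 8 per stimulus with the smallest adjusted p for a difference between p53KO and WT in induction (edgeR quasi-likelihood F test over 4 times, Benjamini-Hochberg), each with its log2 difference at the time where it was largest in size.

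For IL-1b the changes were larger in p53KO at 3 h for Angptl4 (1.87), Egr1 (1.38), Nipal1 (1.34), Fosl2 (1.10) and Nab2 (1.04) and at 8 h for Rgs4 (1.36). They were smaller at 1 h for Cxcl10 (-1.45) and Kctd11 (-0.99). For TNF they were larger at 3 h for Egr1 (1.44), Fst (1.37) and Nab2 (1.07), and smaller at 1 h for Id1 (-1.45), Kctd11 (-1.11) and Id3 (-0.78), at 3 h for Psrc1 (-2.58) and at 8 h for Pcdh7 (-1.36). For LPS they were larger at 3 h for Nab2 (1.29) and at 8 h for Tap1 (2.09), Il1rn (1.99), Ifit2 (1.82) and Tor1aip1 (0.92), and smaller at 1 h for Klf10 (-2.35), Cxcl10 (-2.28) and Irf1 (-2.09). SE ran from 0.106 for Nab2 to 0.378 for Cxcl10, and adjusted p from 2.59e-08 to 0.000344. Each WT value is a single library, and WT is a single line. Cxcl10 was higher in p53KO than in WT at 0 h, so its smaller changes at 1 h do not by themselves mean lower levels.

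More genes fell than rose in p53KO 0.5 h after IL-1b, 659 against 365, but 94 against 70 without 0 h replicate 1, 120 against 101 without 0.5 h replicate 2, 433 against 220 without 0.5 h replicate 1 and 424 against 156 without 0 h replicate 2. Thinning to 1 depth left 455 falls, which argues against depth as the whole cause. The falling genes had a median log2 change of -0.15 in WT beside -0.44 in p53KO, with 85% of the same sign. This was under the bound of 1/2 set before, but these genes were picked in the same p53KO libraries. For the 5% of genes with the lowest change in KO-1, the median was -0.33 in KO-2 and -0.06 in WT (ratio 0.17). For the 5% lowest in KO-2, it was -0.38 in KO-1 and -0.1 in WT (ratio 0.27), so both were further under the bound. That bound presumed a like trend in all libraries, but the trend was stronger in p53KO (rho -0.42 and -0.60) than in WT (-0.23). A response to IL-1b therefore stays open, a reading made after the values were seen. With the trend on transcript length and GC removed, 217 genes fell and 212 rose, and in the fit with the line as a block 384 fell and 418 rose, where 920 fell and 617 rose before, so such a trend may account for the excess of falls.

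After 1 h of LPS the log2 change was lower in p53KO than in WT for 18 genes and higher for 1. It was higher for 81 and lower for 34 at 3 h, and higher for 98 and lower for 31 at 8 h. The later counts became 139 and 70, and 140 and 49, with the trend on transcript length and GC removed. Thinning gave 49 and 20, and 61 and 15, so the sizes moved while more genes stayed higher than lower. With the trend on transcript length and GC removed, 26 of the 26 genes lower in the fit with the line as a block passed again, which argues against that trend. The WT library correlated best with p53KO at 1 h (r 0.881 across genes, next 0.736 at 0.5 h), which argues against another time point under its label. Transcripts of the LPS receptor genes Tlr4, Cd14 and Ly96 and of the adaptor gene Myd88 had a median genotype difference of -0.09 but went both ways (Tlr4 -1.03, Cd14 0.29), so a lower level of the receptor stays open, a reading made after the values were seen. A slower LPS response in p53KO could explain the pattern, as could any other difference between 1 WT line and the p53KO lines, and these cannot be told apart.

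At 3 h of IL-1b, 403 genes had a higher change in p53KO than in WT and 64 a lower one. With the trend on transcript length and GC removed, 393 of 681 passed in the fit with the line as a block, the number of genes with a higher change was 255 without the block, and thinning left 246, which argues against either as the whole cause. The same genes had a median difference of 0.29 and 0.30 at 3 h of TNF and LPS beside 0.74 for IL-1b, under the bound of 1/2 set before. That bound was too strict, since the IL-1b median comes from the library used to pick the genes, and this was reasoned after the values were seen. A median of 0.49 with the trend removed came from the fit with the line as a block. Its gene set was another one, so it is not a like value beside 0.74. A genotype difference in induction may be part of the pattern and cannot be told apart from a deviation of the WT 3 h library, the only one of its group.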

How the results depend on the processing

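The trend removal, the thinning and the tests without 1 time point were chosen after the results were seen; all other alternatives were planned. Among genes named as called, 972 values of induction kept direction and call with 1 library left out and 36 lost the call; 2486 kept it under other settings and 16 lost it. Between stimuli these were 1846 and 54, then 653 and 12. For the genotype difference, 160 values kept direction with 1 p53KO line left out. That leaves 1 line per genotype, so calls could not be tested again. Under other settings 380 kept direction and call and 15 lost the call. The genotype difference in induction kept all of 240 and 192 values. The 1 reversal was Psmb10, at -0.05 in genotype from 0 h libraries alone. Of 144 results on named genes that were not called, with 3366 values under alternatives, 135 values passed the threshold, 36 changed sign and 0 did both in edgeR's or DESeq2's tests. Where a value moved below, the cause was not tested unless stated.

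With 1 library left out, IL-1b induction totals (main 1024, 823, 5916 and 3375 at 0.5, 1, 3 and 8 h) ranged over 164 to 653, 476 to 549, 4484 to 4641 and 2021 to 2454. TNF (104, 810, 4982 and 3960) ranged over 70 to 82, 487 to 650, 3614 to 4125 and 2116 to 3114, and LPS (73, 736, 6102 and 4732) over 52 to 67, 390 to 448, 4720 to 4967 and 3394 to 3852. Genotype differences in induction ranged over 412 to 848 for IL-1b (795), 47 to 61 for TNF (64) and 297 to 379 for LPS (368). Stimulus differences ranged over 100 to 277 for IL-1b and TNF (197), 731 to 949 for LPS and IL-1b (957) and 508 to 706 for LPS and TNF (712). Fewer libraries lower the power of each refit. The lowest IL-1b 0.5 h total was without 0 h replicate 1 (164), followed by 0.5 h replicate 2 (221), 0 h replicate 2 (580) and 0.5 h replicate 1 (653). At 1 h of IL-1b, without 1 h replicate 2, 0 h replicate 1 or 1 h replicate 1 it was 476, 485 and 518. At 8 h, without 0 h replicate 2 or 8 h replicate 1 it was 2021 and 2166. At 1 h of LPS, without 1 h or 0 h replicate 1 it was 390 and 432, and without replicate 2 of either 446 and 448. At 1 h of TNF, without 0 h replicate 1 or 2 or 1 h replicate 1 it was 487, 506 and 516, and at 8 h without 8 h replicate 1 or 0 h replicate 2 it was 2116 and 2339. The IL-1b genotype difference was 412 without 3 h replicate 2. IL-1b and TNF differed in 100 and 131 genes without IL-1b 0.5 h or 8 h replicate 2, in 122 and 109 without TNF 0.5 h replicate 1 or 2, and in 117 without TNF 8 h replicate 1.

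With the line as a replicate block the IL-1b 0.5 h total was 1537, the genotype differences 1360, 174 and 710 (IL-1b, TNF, LPS) and that of IL-1b and TNF 477. With the length and GC trend removed, the IL-1b 0.5 h total was 429 and the TNF and LPS genotype differences 112 and 555. With both, totals were 1310 for IL-1b 1 h, 140 and 1220 for LPS 0.5 and 1 h, genotype differences 1352, 416 and 1070, and stimulus differences 575 (IL-1b and TNF), 1495 (LPS and IL-1b) and 1322 (LPS and TNF). Thinning gave 611 for IL-1b 0.5 h. Without 3 h the IL-1b genotype difference was 47, and without 0.5 h IL-1b and TNF differed in 97 genes; these tests leave out a time.

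DESeq2's Wald test gave 596, 476 and 2048 for IL-1b 0.5, 1 and 8 h, 447 for LPS 1 h and 459 and 2503 for TNF 1 and 8 h. A pooled 0 h baseline, with more libraries, gave 2457 and 1499 for IL-1b, 251 and 1581 for TNF and 141 and 1423 for LPS at 0.5 and 1 h. Without a filter, LPS and TNF 0.5 h gave 139 and 169, the genotype differences 1397, 302 and 730, and stimulus differences 809 (IL-1b and TNF) and 1509 (LPS and IL-1b). The genotype count was 3331 from 0 h libraries alone and 9112 from a fit that treats libraries of a line as independent. Of 117 list calls, 70 held with an estimated correlation. All 70 were among the 107 within p53KO. In the genotype comparison, where that test was weak with 1 residual degree of freedom, no list passed.

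Concordance (KO-1 with KO-2, WT with KO-1, WT with KO-2) was 0.647, 0.573 and 0.584 over all genes and 0.885, 0.835 and 0.823 as Spearman's rho, and WT with KO-1 or KO-2 was 0.828 and 0.826 at a prior count of 0.5. DESeq2 size factors in edgeR kept every total within 1.5 times, as did a filter of 5 CPM for induction and its genotype difference, where it was run. Depth limits the calls on genes with few counts at 0 h.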

Other observations

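The correlations in this part were computed after the data were seen, and no explanation was tested here. The level of each library, relative to the mean of its line, followed transcript length to a different degree (Spearman rho across 9561 genes). The p53KO IL-1b 0.5 h libraries stood at -0.42 and -0.60, the WT IL-1b 0.5 h library at -0.23, KO-1 IL-1b 1 h at -0.24 and the WT IL-1b 3 h library at -0.49. The 5 highest values were all in the TNF series, with 0.40 in KO-1 at 0 h, 0.37 in KO-1 at 8 h, 0.35 in WT at 0.5 h and 0.34 in KO-2 at 0.5 and 1 h.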
